A study of Danio rerio with 6 samples. Its data were reported in "Zebrafish macrophage developmental arrest underlies depletion of microglia and reveals Csf1r-independent metaphocytes" (2020).

How the data were processed

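The table analysed holds 6 RNA sequencing libraries of mpeg1-GFP+ cells sorted from adult zebrafish skin, in 3 groups of 2 replicates. Genotype, DsRed status and replicate number were taken from the sample titles and the study's description. Per the study's methods, the authors aligned paired-end reads with STAR to the GRCz11 assembly, counted reads per gene of Ensembl release 94 with HTSeq and tested the counts with edgeR. The deposited values are a signal derived from those gene counts. Each library was multiplied by a factor of its own so that it sums to 20000000, and each value was then rounded up to a whole number. The authors' description does not state this scaling, which was read from the values: the deposited totals lie between 20008939 and 20013750, and low values in each library rise in steps of a size of its own. From those steps the whole reads behind at least 99.893% of the values in every library were recovered, giving between 4024256 and 14816042 gene-assigned reads per library. The recovery returned 100% of the reads when tested on simulated data for 24042 genes.

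The analysis planned before the data were examined assumed raw counts and edgeR's quasi-likelihood test. Because the deposited values are a scaled signal, the main test was limma instead (version 3.58.1, R 4.3.3), with an empirical Bayes fit and a trend of variance with expression, and the planned test became an alternative run on the recovered reads. Values were scaled by TMM factors from edgeR (version 4.0.16), which ranged from 0.922 to 1.128, and transformed to log2(CPM + 1). Fold changes are on that scale, which understates the change of genes with few reads, while the CPM given per group are relative to the library total. Genes entered the test with at least 1 CPM in at least 2 libraries, which left 20382 genes. All 6 libraries were fitted together with one coefficient per group and no covariate, so that the 3 groups shared one estimate of the spread. Replicate numbers, which the sample titles give, each occur in 2 of the 3 groups. Each of the 3 pairs of groups was compared, with Benjamini-Hochberg adjustment over genes within a comparison. A gene passed the threshold with an adjusted p below 0.05 and a log2 fold change beyond 2 in either direction. Data were simulated from the means of the control GFP+DsRed- libraries and the sizes of all 6 libraries. Every gene had the same dispersion, no replicate effect was added, and only genes above a set level were changed. There limma called 186 of 200 genes changed by a log2 fold change of 3, among 19930 genes, and called 0 unchanged genes. With the replicate number as a block, it called 184 of them and 0 unchanged genes in the same simulated data. Because the real libraries need not meet this setting, these counts check the procedure and do not measure its error rate or power here.

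Gene lists were written before the data were examined. The metaphocyte, phagocytosis and antigen presentation lists hold genes that the study names, and the pigment cell, DNA replication and other marker lists were written from general knowledge. The study names its genes in reporting these same libraries, some as examples of differences found there. It also reports pigment cell genes among those that differ between the genotypes here. Tests of these lists are thus not independent of the study's findings. For 6 lists, camera from limma was run in each comparison with an inter-gene correlation of 0.01, and the 18 p-values were adjusted together. List values are the median log2 fold change of the tested members. Named genes were csf1ra, csf1rb, mpeg1.1, ptprc, list members and, per comparison, up to 5 higher and 5 lower genes with the smallest adjusted p among those past the threshold whose replicates of one group all lay above those of the other, leaving out names that only denote a clone or locus. The table holds 3460 duplicated gene names, and genes were therefore followed by their identifier.

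Values are given as mean ± SD of 2 libraries, and log2 fold changes with the standard error (SE) of the model. The smallest detectable level was set at 3 reads, and a fold change against a group at or under that floor is given as a lower bound. Alternatives chosen beforehand were DESeq2 (version 1.42.0), edgeR's likelihood ratio and exact tests, other normalizations, filters, thresholds and pseudocounts, fits of only the groups compared, and leaving out each replicate. The quasi-likelihood test on recovered reads, edgeR's own expression filter, thinning of all libraries to the depth of the shallowest, leaving out the 10 most abundant genes, a fit with the replicate number as a block, and a fit of the 4 control libraries with crossed pairs as a block were added after seeing the data. Figures were drawn with matplotlib 3.10.9. With 2 libraries per group, neither regrouping of samples nor a test for outlying samples was possible. Reads themselves, and the other experiments of the study, were not analysed here.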

Results

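Bulk RNA sequencing was performed on mpeg1-GFP+ cells sorted from the skin of adult zebrafish aged 3 months. The fish carried 3 transgenes. The mpeg1 promoter drives GFP in macrophages and in a second population of skin cells called metaphocytes, which are epithelial-like and of non-hematopoietic origin. Cre recombinase expressed from the kdrl promoter, active in the endothelium from which blood arises, permanently switches on DsRed in blood cells and their descendants. GFP+DsRed+ cells are thus marked as hematopoietic in origin. GFP+DsRed- cells are taken to be mostly metaphocytes, although macrophages that arise from tissue without kdrl expression would also lack DsRed, a source that the study argues does not contribute to adult skin. The 6 libraries formed 3 groups of 2: control GFP+DsRed- cells, control GFP+DsRed+ cells, and GFP+DsRed- cells from csf1rDM fish, which are mutant for both zebrafish copies of the colony stimulating factor 1 receptor, csf1ra and csf1rb. The table listed 32520 genes, of which 2940 were at 0 in all 6 libraries.

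Sequencing depth differed between the groups. The control GFP+DsRed- libraries held 11363542 and 10448033 gene-assigned reads (replicates 1 and 2), the control GFP+DsRed+ libraries 14816042 and 10069877 (replicates 3 and 1), and the csf1rDM libraries 5072632 and 4024256 (replicates 2 and 3). The deepest library was therefore 3.68 times as deep as the shallowest. A single read corresponded to 0.067 CPM (reads relative to the library total) in the deepest library and to 0.248 CPM in the shallowest, so that the floor of 3 reads lay between 0.202 and 0.745 CPM. These floors cover counting error only. The most abundant gene took between 2.1% and 3.73% of the signal, and the 10 most abundant genes between 7.5% and 11.9%.

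Replicates were more alike than libraries of different groups. Across the 20382 genes tested, Pearson's r of log2(CPM + 1) ranged from 0.958 to 0.978 within groups and from 0.81 to 0.939 between groups (these are correlations across genes, which are not independent replicates). Replicates differed by more than read-counting noise, with a chi-square per degree of freedom of 17.7 for control GFP+DsRed-, 20.5 for control GFP+DsRed+ and 15.2 for csf1rDM. Principal component (PC) 1 held 63.6% of the variance and separated GFP+DsRed+ from GFP+DsRed- libraries, PC2 held 22% and separated the GFP+DsRed- libraries by genotype, and PC3 held 7.2% and separated the csf1rDM replicates from each other, with scores of -47.6 for replicate 2 and 36.5 for replicate 3. With only the 500 most variable genes, the share of PC1 was 80.8%.

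**Figure D1:**
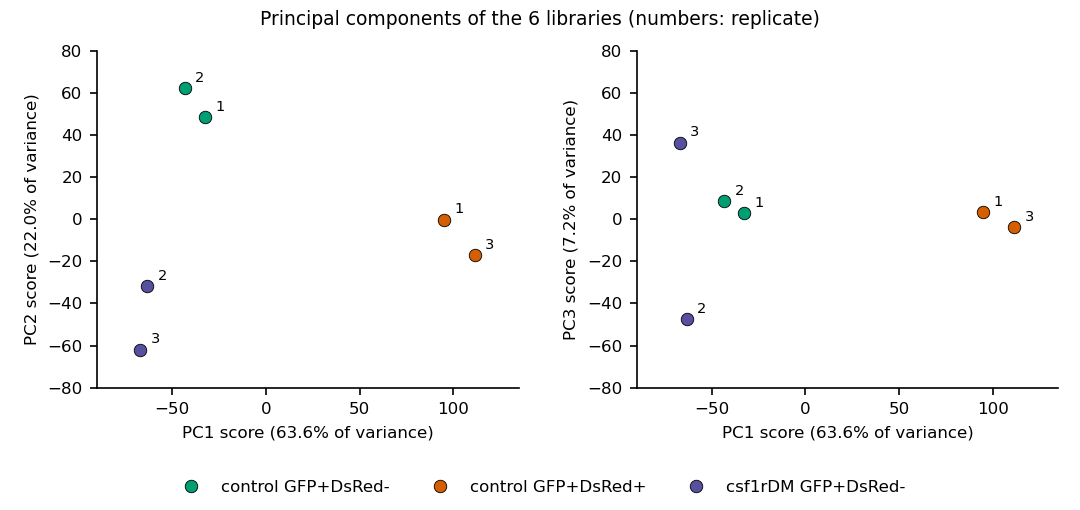
Scores of the 6 libraries on PC1 against PC2 (left) and PC1 against PC3 (right), computed from log2(CPM + 1) of 20382 genes, with points coloured by group and numbered by replicate. The control GFP+DsRed+ libraries lie at 94.9 and 111.5 on PC1, the 4 GFP+DsRed- libraries between -67.1 and -32.6, and the csf1rDM replicates lie apart on PC3.

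The mutated genes were examined first. Levels of csf1ra (ENSDARG00000102986) were 102.1 and 86.9 CPM in the control GFP+DsRed- libraries, 1124 and 1081 CPM in the control GFP+DsRed+ libraries, and 1.40 and 2.25 CPM in the csf1rDM libraries. Compared with control GFP+DsRed- cells, csf1ra was higher in control GFP+DsRed+ cells (log2 fold change 3.75 ± 0.19 SE, adjusted p = 8.55e-05) and lower in csf1rDM cells (-4.95 ± 0.19, adjusted p = 0.000137), in both libraries each time. The alternative that moved the latter value most was DESeq2 on recovered reads, which gave -5.55. For csf1rb in control GFP+DsRed+ compared with csf1rDM cells, limma gave 5.46 and edgeR's quasi-likelihood test on recovered reads 11.67, since the pseudocount bounds a change from 0. Levels of csf1rb (ENSDARG00000053624) were 47.7 and 34.1 CPM in control GFP+DsRed+ libraries and 0.55 and 0.60 CPM in control GFP+DsRed- libraries, a log2 fold change of 4.85 ± 0.27 (adjusted p = 8.92e-05). No csf1rb read was detected in either csf1rDM library. Because control GFP+DsRed- cells also held so little csf1rb, a difference between the genotypes could not be resolved at this depth (log2 fold change -0.61 ± 0.27, adjusted p = 0.2). Against control GFP+DsRed+ cells, csf1rb in csf1rDM cells was at least 54.9-fold lower.

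Next, genes that distinguish leukocytes from epithelial cells were compared. The pan-leukocyte gene ptprc stood at 678 ± 151 CPM (SD, n = 2) in control GFP+DsRed+ cells, 16.7 ± 4.9 CPM in control GFP+DsRed- cells and 12.8 ± 3.0 CPM in csf1rDM cells. It was 40.5-fold higher in GFP+DsRed+ than in control GFP+DsRed- cells (log2 fold change 5.48 ± 0.26, adjusted p = 8.55e-05) and did not differ between the GFP+DsRed- groups (-0.20 ± 0.26, adjusted p = 0.648). Transcripts of mpeg1.1 itself were found in all libraries, at 1388 ± 271 CPM in control GFP+DsRed+, 107 ± 61 CPM in control GFP+DsRed- and 112 ± 20 CPM in csf1rDM cells. They were 12.9-fold higher in GFP+DsRed+ than in control GFP+DsRed- cells (log2 fold change 4.004 ± 0.35, adjusted p = 0.000388), with no difference between genotypes (0.33 ± 0.35, adjusted p = 0.594). The epithelial genes cdh1 and epcam were abundant in every library. Levels of cdh1 were 1431 ± 23 CPM in control GFP+DsRed-, 503 ± 65 CPM in control GFP+DsRed+ and 1661 ± 35 CPM in csf1rDM cells.

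**Figure D2:**
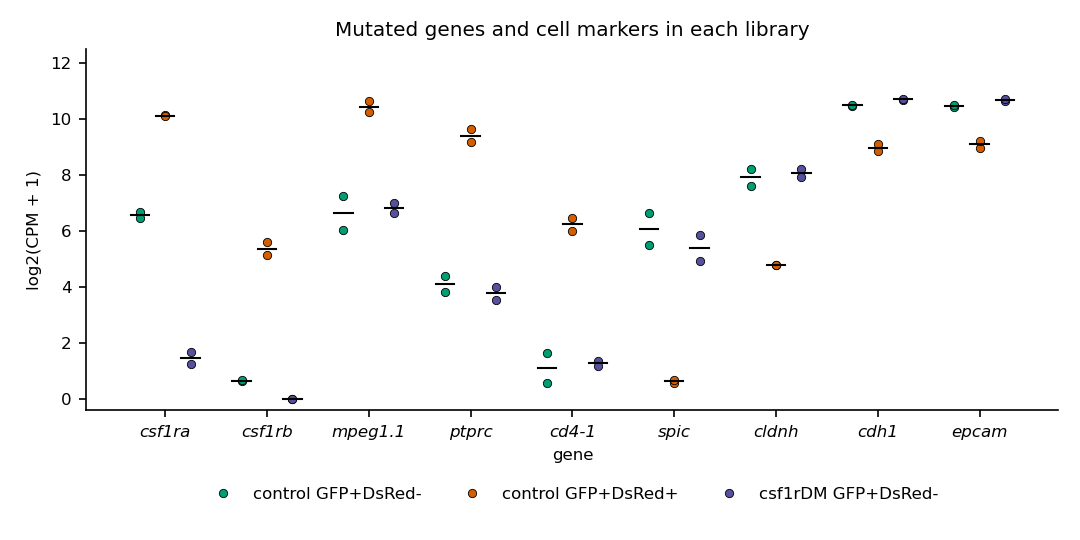
Expression of 9 genes, as log2(CPM + 1) on the vertical axis, in each of the 6 libraries (points, coloured by group), with the mean of each group as a black line. The csf1ra points fall from 1124 and 1081 CPM in control GFP+DsRed+ to 1.40 and 2.25 CPM in csf1rDM libraries, and for ptprc, cd4-1, spic and cldnh the GFP+DsRed- libraries of both genotypes lie together, apart from GFP+DsRed+.

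To ask how DsRed-marked and unmarked mpeg1+ cells differ, control GFP+DsRed+ cells were compared with control GFP+DsRed- cells. Using limma, 5180 of 20382 genes had an adjusted p below 0.05, with 2982 higher and 2198 lower in GFP+DsRed+ cells. Of these, 1227 genes (6.02%) also changed by more than 2 on the log2 scale, 1015 higher and 212 lower. Relaxing the fold change threshold to 1 moved this count most, to 3977 genes. With the replicate number as a block, 1183 genes passed, 1103 of them shared. Replicates 1 of the control groups deviated from their group means in opposite directions (r = -0.423 across genes), so that, these being groups of 2, GFP+DsRed- replicate 1 deviated together with GFP+DsRed+ replicate 3, and GFP+DsRed- replicate 2 with GFP+DsRed+ replicate 1 (r = 0.423 for both pairs). With these crossed pairs as a block in a fit of the 4 control libraries, 1241 genes passed, the 1227 among them. Within each crossed pair, 1044 of the 1227 changed by more than 2. The pairing was chosen from these correlations and leaves the fold changes as they were, so the calls kept are not independent support. The composition normalization shifted the median log2 fold change by 0.18 in this comparison and by 0.129 between the genotypes, and without it 76.2% instead of 82.7% of the genes past the threshold were higher. By the preset rule, the genes named as higher were itgae.2, mrc1b, c1qc, mafbb and c1qa. Among these, itgae.2 rose from 9.99 ± 1.48 to 634 ± 19 CPM (log2 fold change 6.06 ± 0.17, adjusted p = 6.14e-05) and mrc1b had a log2 fold change of 7.24. The genes named as lower were slc2a11b, grn2, pax7b, aox5 and slc22a7a. The largest of these changes was for grn2, from 472 ± 228 to 17.2 ± 0.4 CPM (log2 fold change -4.40 ± 0.29, adjusted p = 0.000129). Both libraries of one group lay above both of the other for each of these 10 genes. Of those named as lower, grn2 was also high in csf1rDM GFP+DsRed- cells, at 662 CPM. In contrast, slc2a11b, pax7b, aox5 and slc22a7a were at 0.22, 0.42, 1.12 and 0 CPM there, below their GFP+DsRed+ levels. Their higher level was thus not shared by the GFP+DsRed- cells of both genotypes.

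Gene lists written beforehand from the study's description of the cells, together with lists for pigment cells and DNA replication, were then tested with camera. That description rests partly on these same libraries, so the tests of its lists are not independent evidence for it. There were 18 tests, from 6 lists in 3 comparisons, and p-values were adjusted over all 18. The list of genes that mark metaphocytes was lower in GFP+DsRed+ than in control GFP+DsRed- cells, with a median log2 fold change of -1.28 (camera adjusted p = 9.68e-05) and 8 of its 9 tested members lower. The alternative that affected this family most was estimating the correlation between genes from the data, under which no list test passed an adjusted p of 0.05, the medians themselves staying the same. All 9 members had an adjusted p below 0.05, whether adjusted over all genes or over the list. The largest decrease was for spic, from 70.9 ± 37.6 to 0.55 ± 0.07 CPM (log2 fold change -5.28 ± 0.41, adjusted p = 0.000239), followed by the tight junction gene cldnh, from 244 ± 74 to 26.5 ± 0.3 CPM (-2.91 ± 0.21, adjusted p = 0.000189). Decreases were smaller for cdh1 (-1.30) and epcam (-1.14). The exception was cd4-1, which rose from 1.32 ± 1.17 CPM in control GFP+DsRed- cells to 75.2 ± 17.2 CPM in GFP+DsRed+ cells (5.28 ± 0.37, adjusted p = 0.000158).

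Genes with low expression in metaphocytes were higher in GFP+DsRed+ cells (median log2 fold change 1.48, camera adjusted p = 2.82e-05). All 9 members were higher, and 6 had an adjusted p below 0.05 over all genes and over the list. The member with the largest change was cmklr1, with 531 ± 136 CPM in GFP+DsRed+ and 3.15 ± 1.70 CPM in control GFP+DsRed- cells (7.23 ± 0.49, adjusted p = 0.00015), and itgb7 changed by 4.32, cebpb by 0.94 and cdk1 by 0.55 (adjusted p = 0.166 for the last). Phagocytosis genes were also higher as a list (median 2.87, camera adjusted p = 2.53e-07), with 20 of 25 members higher. An adjusted p below 0.05 was reached by 18 members over all genes, or 19 over the list. Of the 18, 16 were higher and 2 lower, the latter being spic (-5.28) and vcam1b (-2.94), both past the threshold. Among the higher members, the engulfment genes mertka, havcr1 and stab1 had log2 fold changes of 3.31, 5.74 and 5.09. The 3 antigen presentation genes were higher as well (median 2.77, camera adjusted p = 0.000425), all 3 past the threshold. They were nonetheless well expressed in control GFP+DsRed- cells, at 1281 ± 115 CPM for cd74a, 277 ± 118 CPM for mhc2dab and 60.6 ± 15.9 CPM for cd83. The tests of the metaphocyte list, genes low in metaphocytes, phagocytosis genes and antigen presentation genes also passed with the replicate block (medians -1.23, 1.31, 2.75 and 2.84) and with the crossed block, where the medians over genes were -1.39, 1.29, 2.88 and 2.60 within one pair and -1.13, 1.73, 2.83 and 2.94 within the other. DNA replication genes did not differ as a list (median 0.08, camera adjusted p = 0.498, 18 of 27 higher), and the sign of this median changed without normalization.

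**Figure D3:**
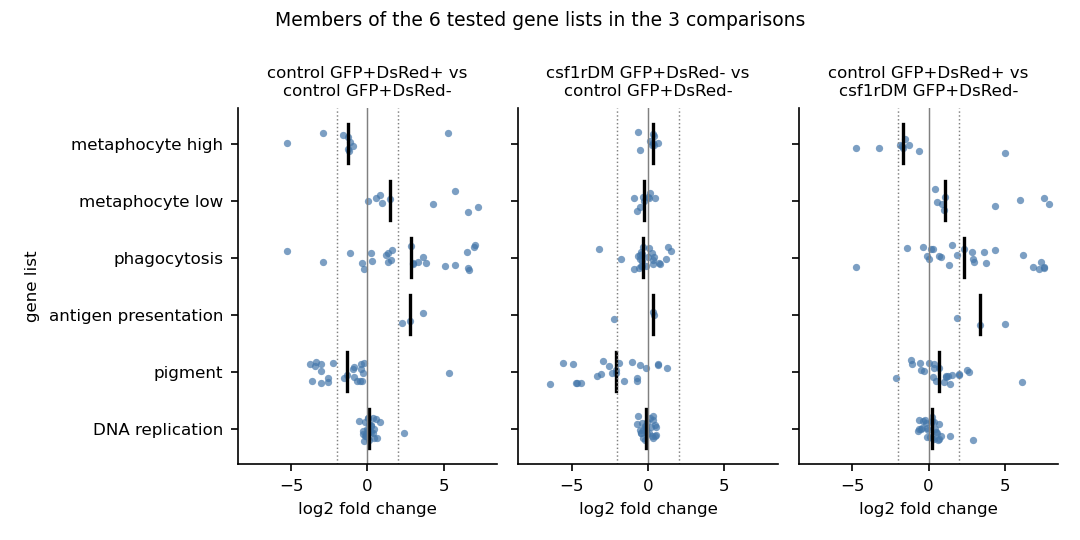
Log2 fold change of each tested member (points) of the 6 gene lists in the 3 comparisons (panels), with the list median as a black bar and dotted lines at -2 and 2. Medians for phagocytosis genes are 2.87 and 2.31 in the comparisons of GFP+DsRed+ with each GFP+DsRed- group and -0.31 between the genotypes, where the pigment list has the lowest median at -2.12.

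The GFP+DsRed- cells of csf1rDM fish were compared with control GFP+DsRed+ cells in the same way. Of 6610 genes with an adjusted p below 0.05, 1648 passed the fold change threshold, 1150 higher and 498 lower in control GFP+DsRed+ cells. Across genes, the log2 fold changes in this comparison correlated with those between the control populations (Pearson's r = 0.792), and since GFP+DsRed+ libraries were used in both, these values are not independent. A total of 841 genes were lower in both GFP+DsRed- groups than in GFP+DsRed+ cells, and 118 genes were higher in both. Besides csf1ra, the genes named as higher in control GFP+DsRed+ cells were itgae.2, trpv1, slc43a2b and spi1b, of which spi1b had 414 ± 18 CPM against 2.70 ± 0.42 CPM (log2 fold change 6.89 ± 0.23, adjusted p = 3.55e-05). The genes named as lower were grn2, adgrf11, pdgfd, SEMA4D and cx43.4. The metaphocyte list was lower in GFP+DsRed+ than in csf1rDM cells (median -1.66, camera adjusted p = 8.09e-05, 8 of 9 lower), again with cd4-1 as the exception (5.04 ± 0.37, adjusted p = 0.000169). Its members had an adjusted p below 0.05 in 8 cases over all genes and 8 over the list. Genes low in metaphocytes (median 1.102, camera adjusted p = 8.03e-05, 9 of 9 higher), phagocytosis genes (2.31, 2.07e-06, 21 of 25 higher) and antigen presentation genes (3.35, 0.000923, 3 of 3 higher) were all higher in GFP+DsRed+ cells.

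To determine whether loss of csf1r changes the unmarked cells, GFP+DsRed- cells of csf1rDM and control fish were compared. Here 1327 genes had an adjusted p below 0.05 (661 higher and 666 lower in csf1rDM), of which 317 genes (1.56% of those tested) passed the fold change threshold, 112 higher and 205 lower. This count depended on the method, with 450 genes by edgeR's quasi-likelihood test on recovered reads, of which 294 were shared with limma, 104 genes by limma's test against a log2 fold change of 1, and 67 genes with the replicate number as a block, a fit that leaves 1 residual degree of freedom. Replicates 2 of these groups deviated from their group means with an r of 0.031 across genes, and replicates 3 of control GFP+DsRed+ and csf1rDM cells with 0.021. Under the replicate block, the changes given for mhc2dab, vcam1b, mfge8a, cldn7b, tyr, pnp4a and col1a1a were no longer past an adjusted p of 0.05. Of the 317 genes, 103 were past the threshold in neither other comparison, and 61 were lower both in csf1rDM and in control GFP+DsRed+ cells than in control GFP+DsRed- cells. Neither the metaphocyte list (median 0.31, camera adjusted p = 0.153, 7 of 9 higher), nor genes low in metaphocytes (-0.28, 0.715, 6 of 9 lower), nor phagocytosis genes (-0.31, 0.95, 15 of 25 lower), nor DNA replication genes (-0.10, 0.95, 16 of 27 lower) differed between the genotypes as a list. Of their members, 3 had an adjusted p below 0.05. The phagocytosis genes vcam1b, from 55.7 ± 5.0 to 5.07 ± 3.78 CPM (log2 fold change -3.23 ± 0.43, adjusted p = 0.0116), and mfge8a, from 13.3 ± 0.6 to 3.02 ± 1.73 CPM (-1.76 ± 0.34, adjusted p = 0.0337), were lower in csf1rDM cells, and cldn7b of the metaphocyte list was higher (0.63 ± 0.14, adjusted p = 0.0495), which no longer passed by edgeR's quasi-likelihood test or without normalization. Of the antigen presentation genes, mhc2dab was lower in csf1rDM cells, at 52.5 ± 20.8 CPM (log2 fold change -2.21 ± 0.36, adjusted p = 0.0211), whereas cd74a (0.38 ± 0.16, adjusted p = 0.188) and cd83 (0.32 ± 0.20, adjusted p = 0.348) were not.

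Besides csf1ra, the genes named as lower in csf1rDM cells were slc2a11b, fgfr1bl, bscl2l and slc2a15a. In control GFP+DsRed- cells, slc2a11b had 112 ± 11 CPM and was at least 150-fold lower in csf1rDM cells (log2 fold change -6.39 ± 0.23, adjusted p = 0.000137). The other 3 had no read in either csf1rDM library and were at least 88.2-fold (fgfr1bl), 84.5-fold (bscl2l) and 48.5-fold (slc2a15a) lower. The genes named as higher were adgrf11, ighv1-4, znf1179, tnfrsf11b and scospondin. Of these, tnfrsf11b was the most abundant, at 599 ± 14 CPM in csf1rDM, 151 ± 8 CPM in control GFP+DsRed- and 121 ± 7 CPM in control GFP+DsRed+ cells (2.13 ± 0.15 between the GFP+DsRed- groups, adjusted p = 0.00119). No adgrf11 read was found in 3 of the 4 control libraries, and csf1rDM cells had 30.4 ± 7.2 CPM (4.80 ± 0.29, adjusted p = 0.000582). The immunoglobulin segment ighv1-4 belongs to a multigene family whose members can share reads, so its value is uncertain. The genes adgrf11, znf1179, tnfrsf11b and scospondin also differed between csf1rDM and control GFP+DsRed+ cells. For them, an effect of genotype could not be told apart from differences between the fish strains.

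Among the 6 lists tested with camera, pigment cell genes had the largest median change between the genotypes. Their median log2 fold change was -2.12 in csf1rDM compared with control GFP+DsRed- cells (camera adjusted p = 6.64e-12), and 20 of 23 tested members were lower. An adjusted p below 0.05 was reached by 16 members over all genes (15 lower, and kita higher) and by 16 over the list. Past the threshold, 13 members were lower. The list was also lower in control GFP+DsRed+ than in control GFP+DsRed- cells (median -1.36, camera adjusted p = 1.58e-07, 22 of 23 lower). Between control GFP+DsRed+ and csf1rDM cells the difference was smaller (median 0.70, camera adjusted p = 0.0466, 17 of 23 higher) and no longer passed once the member with the largest change was left out. With the replicate block these medians were -2.29, -1.37 and 1.08, each past an adjusted p of 0.05. By pigment cell type, the xanthophore (yellow pigment cell) genes fell most in csf1rDM cells, with a median of -4.40 and 7 of 7 members lower past the threshold. Among them, gch2 fell from 93.7 ± 27.7 to 0.92 ± 0.95 CPM (-5.55 ± 0.41, adjusted p = 0.00125) and aox5 from 70.5 ± 9.3 to 1.12 ± 0.18 CPM (-4.93 ± 0.23, adjusted p = 0.000282). Melanophore genes had a median of -1.88 (9 of 11 lower), including tyr (-3.07 ± 0.26, adjusted p = 0.00247), and iridophore genes had a median of -0.36 (4 of 6 lower), including pnp4a (-2.12 ± 0.27, adjusted p = 0.0103).

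Marker lists of other skin cells were compared without a list test. Keratinocyte genes had a median log2 fold change of -0.14 between the genotypes, 9 of 14 being lower, and of -0.87 in GFP+DsRed+ compared with control GFP+DsRed- cells, 13 of 14 being lower. Fibroblast genes had a median of -2.31 between the genotypes (4 of 5 lower). This median reflects the collagen genes col1a1a (-2.44), col1a1b (-2.34) and col1a2 (-2.31). The other members did not pass by limma, with -0.94 for pdgfra (adjusted p = 0.141) and 0.04 for dcn (adjusted p = 0.957). The collagen gene col1a1a was at 5296 ± 503 CPM in control GFP+DsRed- cells, 2479 ± 2 CPM in control GFP+DsRed+ cells and 994 ± 661 CPM in csf1rDM cells (-2.44 ± 0.43 between the genotypes, adjusted p = 0.0264), and was no longer past an adjusted p of 0.05 when either GFP+DsRed+ library was left out of the model. Macrophage genes had a median of 4.70 in GFP+DsRed+ compared with control GFP+DsRed- cells, 12 of 12 being higher, and of -0.08 between the genotypes, where csf1ra was the only member of 12 past the threshold.

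**Figure D4:**
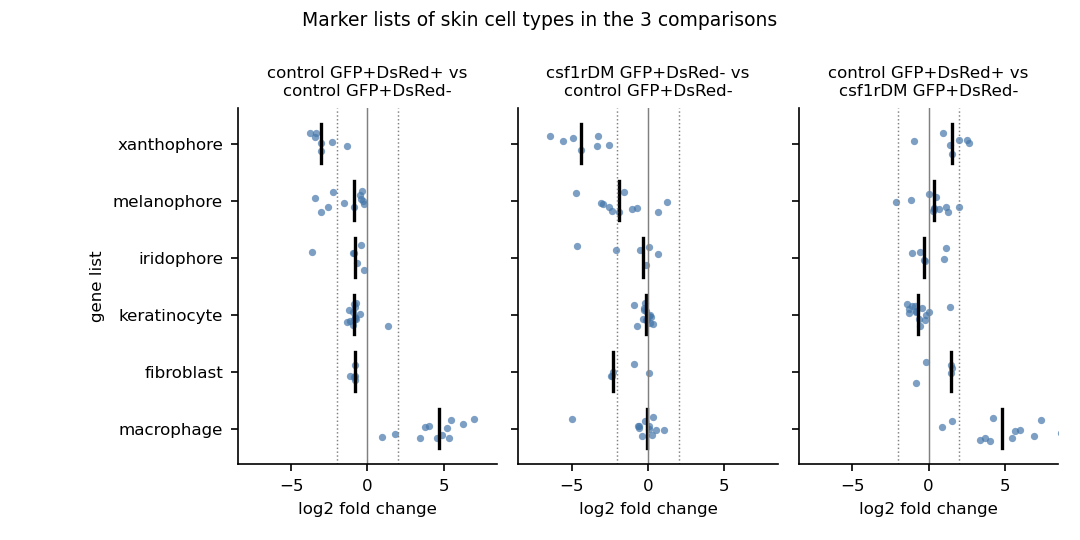
Log2 fold change of each tested member (points) of the marker lists of 6 skin cell types in the 3 comparisons (panels), with the list median as a black bar and dotted lines at -2 and 2. Between the genotypes (middle panel) the xanthophore median lies at -4.40, the melanophore median at -1.88, the iridophore median at -0.36 and the keratinocyte median at -0.14.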

Values the study reported

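For control and csf1rDM GFP+DsRed- cells, the study reported a significant difference in expression for 359 genes.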

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

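The medians of DNA replication genes and of genes low in metaphocytes changed sign under some alternatives, and the genes changed between the genotypes went from mostly lower to mostly higher in csf1rDM under another filter. How many genes passed moved most upwards with the fold change threshold. All alternatives were chosen before the data were examined except edgeR's quasi-likelihood test, its expression filter, thinning to the shallowest library, leaving out the 10 most abundant genes, the replicate block, the crossed block, and the refits of the fold change correlation and principal components without each replicate, which were chosen after seeing the data. The cause of a change was not tested unless stated.

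In control GFP+DsRed+ against control GFP+DsRed- cells, where limma gave 1227 genes, there were 2011 by edgeR's likelihood ratio test, 1996 by its exact test, 1865 by its quasi-likelihood test, 3977 past a log2 fold change of 1 and 651 among genes with at least 10 reads in every library. Between the genotypes, where limma gave 317, the same settings gave 1017, 902, 450, 1148 and 107 genes, DESeq2 gave 639, an adjusted p below 0.01 gave 162 and limma's test against a log2 fold change of 1 gave 104. For control GFP+DsRed+ against csf1rDM cells, with 1648 genes by limma, the counts were 2858, 2764, 2545, 5039 and 911, and 2473 by DESeq2. Genes higher in both GFP+DsRed- groups numbered 118 by limma, 232 by DESeq2, 293 by the likelihood ratio test, 269 by the exact test, 250 by the quasi-likelihood test, 212 with a pseudocount of 0.1, 896 past a log2 fold change of 1 and 68 with at least 10 reads in every library. Genes lower in both numbered 841 by limma, 1900 past a log2 fold change of 1 and 422 with at least 10 reads. The 61 genes lower in csf1rDM and in control GFP+DsRed+ than in control GFP+DsRed- cells also depended on the setting. Their number was 234 past a log2 fold change of 1 and 152 by the likelihood ratio test. It was 36 by limma's test against a log2 fold change of 1, 22 with the replicate block and 9 with at least 10 reads.

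The requirement of 10 reads in every library removes genes that fell to near 0, and under it 54.2% of the genes between the genotypes were higher in csf1rDM, against 35.3% by limma without it. The quasi-likelihood test shared 1226 of the 1227, 294 of the 317 and 1626 of the 1648 limma calls. Between the genotypes, leaving out either GFP+DsRed+ library gave 286 and 288 genes.

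The groups compared share only 1 replicate number, so no pairwise block was possible, but each number occurs in 2 of the 3 groups and a replicate block can be fitted over all 6 libraries, with 1 residual degree of freedom. With the replicate block, 1183 genes passed between the control groups (1227 without it, 1103 shared), 67 between the genotypes (317 without, 65 shared) and 1669 between control GFP+DsRed+ and csf1rDM cells (1648 without, 1504 shared), and 30 genes changed with genotype alone (114 without). The pigment median between the genotypes was -2.29. The calls between the genotypes lay closer to the significance threshold, with 162 of 317 at an adjusted p below 0.01, against 1155 of 1227 and 1540 of 1648 in the other comparisons, and how much of the lower count comes from the degrees of freedom lost to the block was not resolved. Deviations of same-numbered libraries from their group means correlated across genes at -0.423, 0.031 and 0.021 for replicates 1, 2 and 3. The first value means that the control groups share variation between libraries whose numbers are crossed, as GFP+DsRed- replicate 1 with GFP+DsRed+ replicate 3 (0.423). With the crossed replicate block on the 4 control libraries, where the fold changes are the same by construction, 1241 genes passed. That pairing was picked by the sign of the correlation, so the block is no independent check of the calls. Of 14 keratinocyte genes, 6 followed the order of replicates 2, 1, 3 within every group, an order chosen after the values were seen, against 17.4% of all tested genes. The fit without the block does not account for such an order.

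When camera estimated the correlation between genes, the list medians stayed the same by construction and none of the 18 list tests passed, including those with medians of -1.28 and -1.66 (metaphocyte genes), 1.48 and 1.102 (genes low in metaphocytes), 2.87 and 2.31 (phagocytosis), 2.77 and 3.35 (antigen presentation), and -1.36, -2.12 and 0.70 (pigment). The pigment list in control GFP+DsRed+ against csf1rDM cells also no longer passed without its member with the largest change, with a median of 0.59. The DNA replication median reversed to -0.072 without normalization (control groups) and to 0.011 after thinning (genotypes), and ranged from -0.036 to 0.27, from -0.18 to 0.092 and from -0.03 to 0.31 in the 3 comparisons when each replicate was left out. Over the same refits, the median of genes low in metaphocytes ranged from -0.61 to 0.024 between the genotypes and from 0.87 to 1.57 in control GFP+DsRed+ against csf1rDM cells, and that of phagocytosis genes from 2.64 to 2.99 and from 1.95 to 2.95 in the comparisons of GFP+DsRed+ with control and csf1rDM GFP+DsRed- cells. Between the genotypes, the metaphocyte median ranged from 0.048 to 0.355 and the phagocytosis median from -0.372 to -0.013. The log2 fold change of csf1rb in control GFP+DsRed+ against csf1rDM cells was 5.46 by limma, 10.02 by DESeq2 and 11.67 by edgeR's quasi-likelihood test, and ranged from 5.25 to 5.67 in the limma fits that each left out 1 replicate. The fold change correlation was 0.86 among genes past the threshold and ranged from 0.736 to 0.816 without each replicate.

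For the named genes other than csf1ra and csf1rb, 284 values under other settings kept their direction and their side of an adjusted p of 0.05, and 13 kept only their direction, under the replicate block (cdh1, epcam, tspan11 and cebpb between the control groups, and mhc2dab, tyr, pnp4a, col1a1a, vcam1b, mfge8a and cldn7b between the genotypes) and, for cldn7b between the genotypes, also without normalization and by the quasi-likelihood test. Of their values without 1 replicate, 391 kept their side or moved by less than the spread, 5 moved further, and 6 no longer passed, all between the genotypes without either GFP+DsRed+ library (col1a1a, mfge8a and cldn7b). The depth of the csf1rDM libraries limits what can be said of genes with few reads there, such as csf1rb.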

Other observations

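All tests were chosen after seeing the data. The tests of xanthophore RNA, neighbouring and clone-sharing genes, keratinocyte RNA, mpeg1 paralogs, sterol synthesis genes and csf1ra shares were chosen only after the result was seen, and those of depth (other than for sterol genes) and of linkage before the value each measures was computed.

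Pigment cell genes were lower in csf1rDM than in control GFP+DsRed- cells. The lower depth of the csf1rDM libraries was tested by thinning all libraries to the shallowest, and the median log2 fold change was still -2.12. The xanthophore median lay -2.52 from the lower of the melanophore and iridophore medians, which restates that xanthophore genes fell most and does not test whether RNA of xanthophores was present in the control GFP+DsRed- libraries. Genes listed as markers of some other cells were also lower, with a median of -1.88 for melanophore genes (5 of 11 lower past the threshold). The fibroblast median was -2.31, with 3 of 5 genes lower past the threshold, all of them collagen genes. Of the iridophore genes, 2 of 6 were lower past the threshold. Medians were also negative for osteoblast and scale genes (-0.98) and ionocyte genes (-0.54). Not all skin cell lists fell, with medians of -0.14 for keratinocyte, -0.02 for endothelial, 0.20 for mucous and club cell and 1.07 for neutrophil genes. The paper states that csf1rDM fish have lost most of their xanthophores. It proposes that the lower pigment gene expression may follow indirectly from the altered pigmentation of these fish. The decrease cannot be told apart from RNA of xanthophores or other skin cells in the control libraries, and a change within the GFP+DsRed- cells themselves was not tested.

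Reads of csf1ra in control GFP+DsRed- libraries could come from GFP+DsRed+ macrophages carried into them. The csf1ra level there was 8.57% of its GFP+DsRed+ level, against 1.4% for csf1rb, a ratio of 6.1, so that a single carried-over share would not give both. The csf1rb share rests on 6 reads per library, and genes also differ among themselves. The 10 macrophage genes listed besides csf1ra and csf1rb had a median of 3.39%, with 7 of them below csf1ra. These 10 include ptprc at 2.47% and mpeg1.1 at 7.74%. Some carry-over may thus be present, and expression of csf1ra in other cells of those libraries is a hypothesis.

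A total of 114 genes differed between csf1rDM cells and both control groups, past the threshold in each, while the control groups lay within 1 of each other on the log2 scale (44 lower and 70 higher in csf1rDM). After thinning, 91.2% of these genes (104 of 114) still passed in both comparisons, so depth does not account for them. Of 59 such genes named by their clone, chosen after their values were seen, 14 shared a clone with another, whereas 10000 random draws from 4594 clone-named genes gave a median of 0 and at most 8 (share of draws as large 1e-04, the smallest they can give). This is consistent with differences between the fish strains in stretches of the genome, which may account for part of these genes. The check of neighbouring genes in the GRCz12tu annotation is void, since only 55 of the 114 genes (48.2%) had a position there and 80% were required. It gave 7 genes near another of the set, for clusters of neighbouring genes as strain haplotypes would give, and 0 near csf1ra or csf1rb, for linkage to the csf1ra and csf1rb loci. An effect of genotype cannot be told apart from such strain differences for these genes, adgrf11, znf1179, tnfrsf11b and scospondin among them. The study describes its controls as wild-type fish with the reporter transgenes only. Whether strain differences also affect other genes changed between the genotypes, such as mhc2dab, was not tested.

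Members of the metaphocyte list fell in GFP+DsRed+ cells, as did keratinocyte genes. If keratinocyte RNA common to all libraries were the cause, no member would fall further than the keratinocyte gene that fell most, at -1.31. Of 8 members that fell, 3 members of the list fell further than this limit (spic, cldnh and tjp2b). The limit rests on 1 gene, evpla, with an SE of 0.403, and tjp2b at -1.63 (SE 0.193) passes it by less than that error. For tjp2b and the other 5, cdh1 and epcam among them, a contribution of keratinocyte RNA could not be excluded. Against csf1rDM cells evpla was again the keratinocyte gene that fell most, at -1.42 (SE 0.403), and 6 of 8 falling members fell further, but only spic, cldnh and cldn7b by more than that error.

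The higher mpeg1.1 level in GFP+DsRed+ cells was tested for reads shared with the paralogs mpeg1.2 and mpeg1.3. The summed values of the 3 genes still differed by a log2 fold change of 3.38, with both GFP+DsRed+ libraries above both control GFP+DsRed- libraries.

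The csf1rDM replicates differed from each other at 106 genes (mean of at least 10 CPM and a log2 difference beyond 2), the control pairs at 21 and 25. After thinning, the larger control count divided by that of the csf1rDM pair was 0.255, so lower depth does not account for the difference. Sterol synthesis genes, a list of 20 written after their values were seen, were all lower in csf1rDM replicate 3 than in replicate 2, with a median log2 difference of -3.46 after thinning, against 0.37 and -0.29 between the control replicates. The keratinocyte list differed by -0.22, so a smaller share of keratinocyte RNA does not account for it. Between the genotypes, the median log2 fold change of the list was -3.21, and all 20 genes changed by more than 2 and were lower in both csf1rDM libraries than in both control GFP+DsRed- libraries, but with the spread between the csf1rDM replicates only 1 of them had an adjusted p below 0.05. No biological explanation was tested, since the replicates are of the same group.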
